A study of Mus musculus with 3 samples.

How the data were processed

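Single-cell RNA was measured in the stria vascularis, the tissue of the cochlear side wall that makes the endolymph potential, of CBA/J mice at postnatal day 1 (P1) and day 30 (P30). The 3 libraries were 2 of P1 and 1 of P30. Per the labels, inner ears came from 4 mice per age, P1 tissue was dissociated for 7 minutes and P30 tissue for 25 minutes with another enzyme, and the cells passed a 20 µm filter. Enzyme and age therefore went together in every library. The labels do not say whether the P1 libraries came from different mice. How much of the difference between them is technical spread is therefore not known. Levels of 2 sex genes, given with the results, argue against repeats of the same pool of mice.

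The deposited values were counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors made with Cell Ranger and did not normalise. No deposited barcode held fewer than 500 UMIs. The genome build and annotation release were not stated, so no coordinates are given. The P1 tables listed 48816 features, and 48825 features were listed at P30. All 48709 mouse Ensembl identifiers of the P30 table were also in the P1 tables, and 48349 of them matched the gene name table. That table served to match 2 symbols of the fixed gene lists that the deposited tables give under an older name.

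Barcodes with at least 200 genes and at most 25% mitochondrial UMIs were kept. In each library the cells with the highest Scrublet scores were then removed as doublets, 0.8% per 1000 cells. Each library was clustered on its own in scanpy 1.11.5 with python 3.11.15: counts were scaled to 10000 per cell and log transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 were used with seed 1. Mitochondrial, ribosomal protein and haemoglobin genes and all genes of the fixed lists were left out of the variable genes. Clusters with at least 2 candidate classes scoring 1.5 or more, 1 of them not connective tissue, and at least 40 cells were split once at resolution 0.5.

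Clusters were named from marker lists fixed before the data were examined. The naming rule itself was not fixed then: 4 versions were written, and 3 of them were replaced after the names they gave had been seen. In the version used, a marker counted when its log2 level lay at least 1 above the mean over all clusters of the 3 libraries and it was detected in a fraction of at least 0.05 of the cluster's cells. A class was a candidate with at least 3 such markers and a mean score of at least 1, unless its markers averaged more than 1 log2 unit below the pooled library. The best score gave the name, except where the 10 leading genes held more markers of another class. The other class then gave the name if it was a candidate too. Otherwise the cluster stayed unnamed, unless both classes were connective tissue. A cluster whose median UMIs were more than 3 times lower than the library's, with no marker of its class among the leading genes, also stayed unnamed. The version used took leading genes against all clusters of the 3 libraries, while the 2 versions before it took them against the rest of the same library. It was preferred because a class that makes up most of a library cannot lead against the rest of that library. It also left the fewest P30 cells unnamed, and its effect on the shares is given with them. Classes are called "like" because no independent label exists. A class was compared by name only where none of its clusters had more markers of another class than of its own among its 10 leading genes. Mesenchymal cells failed this check in 1 of 8 clusters. Their shares and expression were not compared, but they could be the highest class for a gene of a ligand and receptor pair and counted among the other classes in the free RNA rule.

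No P1 cluster was named basal-like. The P1 cluster of at least 20 cells that correlated best with the P30 basal-like cells was taken as the basal match, over 2000 variable genes that exclude the fixed lists, on log2 of the level plus 20 CPM (UMIs scaled to a common total) relative to the pooled library. These genes are not independent replicates.

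UMIs were summed per class and library and scaled to CPM. A gene passed the rule of size when log2 of (P30 CPM plus 10) over (P1 CPM plus 10) was at least 2 in size with the same sign against both P1 libraries and the P1 libraries differed by less than 1. The higher side also needed at least 50 UMIs and a CPM of at least 0.333 times that of any other named class with at least 50 cells, a rule against free RNA. A form with 1 library on each side, and so no limit on the P1 difference, was applied to P1 replicate 2 against P1 replicate 1 and gave a background count. Its counterparts for age are the counts with a single P1 library, not those of the full rule. They are not fully alike, because 50 UMIs ask for a higher CPM in a smaller sum. Intermediate-like sums were 629739 UMIs in P1 replicate 2 and 8445077 at P30, and marginal-like sums 877940 and 5522908. This can hold down the background of higher genes in these classes. In each class the text names the 5 genes higher and the 5 lower with the largest smaller fold among those past the rule, leaving out naming markers, sex genes and features without an official-type symbol. Genes named outside this rule were chosen after their values were seen, which is said where they appear. Planned summaries of other classes with at least 100 cells in every library were not made, because no other class that passed the name check had them.

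Cycling cells had at least 3 UMIs of a fixed list of 30 genes after each cell was thinned to 1000 UMIs. Shallower cells and classes under 50 cells were left out. A fixed list of 20 ligand and receptor pairs was scored as present where both genes reached 50 CPM in their highest class of at least 50 cells. Cell-cell communication scores and trajectories, which the study design names, were not analysed here.

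With 1 P30 library no test across samples was possible, and cells were not treated as replicates. Shares carry Wilson 95% intervals and CPM values exact Poisson 95% intervals, which cover counting error only. A count of 0 carries the limit that 3 counts allow. A difference between ages was set beside the difference between the 2 P1 libraries.

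In all, 27 alternatives were planned before the data were examined and 5 were added afterwards: both earlier naming versions that could be rerun, low-UMI clusters left unnamed, genes that moved the same way in macrophage-like cells left out, and ribosomal protein and mitochondrial genes left out. The other alternatives covered cell filters, doublets, clustering, scaling (CPM against TMM factors from edgeR 4.0.16 under R 4.3.3 and median-of-ratios factors), pseudocounts, minimum counts, the free RNA rule, thinning and single P1 libraries. A single gene's value counted as moved when it changed by more than 1 standard deviation of the P1 libraries. A share counted as moved beyond the larger of that deviation and the distance from the middle to the end of the P30 interval, except that the intermediate-like cycling share, with 1 P1 library, used its intervals alone.

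The rule of size was tested on simulated class sums in which 200 genes with at least 20 expected UMIs were changed 8-fold. It recovered 193 in marginal-like, 199 in intermediate-like and 145 in basal match sums, with 0 false calls in each. After that result was seen, a range of 20 to 500 expected UMIs was tried too and recovered 195, 198 and 128. The rule therefore missed more true changes in the basal match than in the other classes.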

Results

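The data were UMI counts per cell from 3 libraries of stria vascularis cells, 2 from P1 mice and 1 from P30 mice. P1 replicate 1 held 4412 barcodes and 19396042 UMIs, P1 replicate 2 held 7957 barcodes and 33603379 UMIs, and P30 replicate 1 held 5206 barcodes and 18947156 UMIs. After filtering and doublet removal 4179, 7373 and 4397 cells were kept, with a median of 3489, 3151 and 2631 UMIs. The median mitochondrial share of deposited barcodes was 1.99% and 1.84% at P1 and 9.09% at P30, and the 25% limit was exceeded by 1, 5 and 620 barcodes. Ribosomal protein genes took 33.2% and 28.5% of the UMIs of the kept cells in the P1 libraries and 2.02% in the P30 library. There were no P30 replicates, so no difference between ages was tested.

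The question put to these data by the series is how neonatal and adult stria vascularis differ. The cell composition was compared first. Clustering gave 25, 29 and 17 clusters, and 12.2%, 28.5% and 0% of the cells stayed unnamed. Marginal-like cells made up 61 cells or 1.46% (Wilson 95% interval 1.14 to 1.87) of P1 replicate 1, 103 cells or 1.40% (1.15 to 1.69) of P1 replicate 2 and 919 cells or 20.9% (19.7 to 22.1) of P30. Intermediate-like cells made up 46 cells or 1.10% (0.826 to 1.47), 127 cells or 1.72% (1.45 to 2.05) and 2872 cells or 65.3% (63.9 to 66.7). Macrophage-like cells made up 17.6% (16.5 to 18.8), 11.4% (10.6 to 12.1) and 1.48% (1.16 to 1.88). The difference between P30 and the P1 mean was 19.5 percentage points for marginal-like, 63.9 for intermediate-like and -13.0 for macrophage-like cells. Each exceeded the difference between the P1 libraries. The labels do not say whether these came from different mice. From P1 replicate 1 to replicate 2, Xist went from 1792 to 953 CPM and Ddx3y from 20.2 to 56.8 CPM. These opposite moves of 2 sex genes, over all kept cells, argue against repeats of the same pool of mice. An effect of the cell mix on them was not tested. How much of the P1 difference is technical spread is not known.

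The intermediate-like share depended most on the naming rule, which was set after names had been seen. Under the version that took leading genes against the rest of the same library, 915 cells or 20.8% of P30 were intermediate-like and 44.5% were unnamed, and the difference from P1 was 19.4 points. Under the version before that it was 21.9 points, and with low-UMI clusters left unnamed it was 34.3 points. The macrophage-like difference was -3.81 points under each of these 3 alternatives. Among marginal-like, intermediate-like and basal-like cells as one total, intermediate-like cells made up 43.0%, 55.2% and 70.8%, a difference of 21.7 points that changed sign under the same alternatives, to -5.47, -0.272 and -2.77 points. The P1 totals held 0 basal-like cells, because no P1 cluster was named so, while the P30 total held 263. Basal cells under another name at P1 would lower the P1 proportions, and that was not tested. The direction of that proportion was therefore not determined. The P30 shares also came from tissue dissociated in another way than the P1 tissue. Other tissue differed too: cartilage-like cells made up 29.8% and 25.2% of the P1 libraries and 0% of P30. How much of the strial share differences follows from such tissue taken along in the dissection was not tested.

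**Figure D1:**
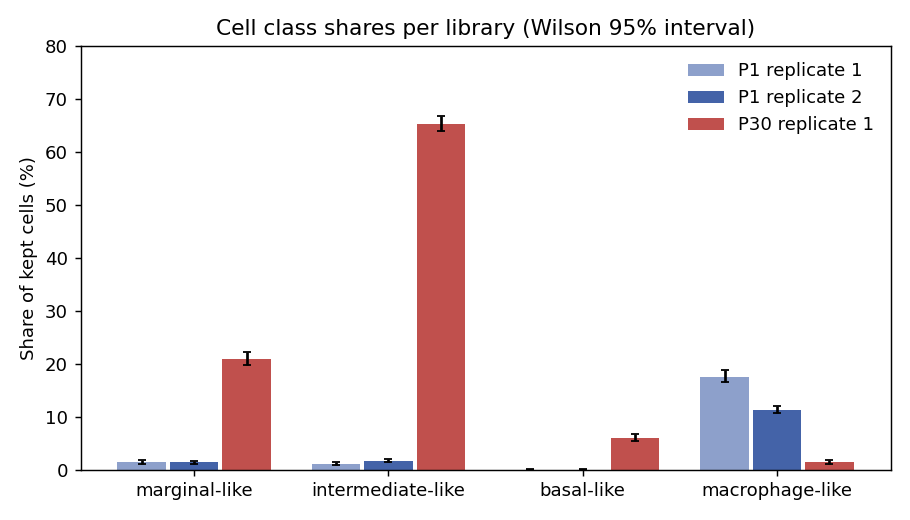
Share of kept cells (%) per class in each library, with bars for the libraries and Wilson 95% intervals as error bars. At P30, 20.9% of cells were marginal-like and 65.3% intermediate-like under the naming rule used, and the latter share was 20.8% under an earlier version of the rule.

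**Figure D2:**
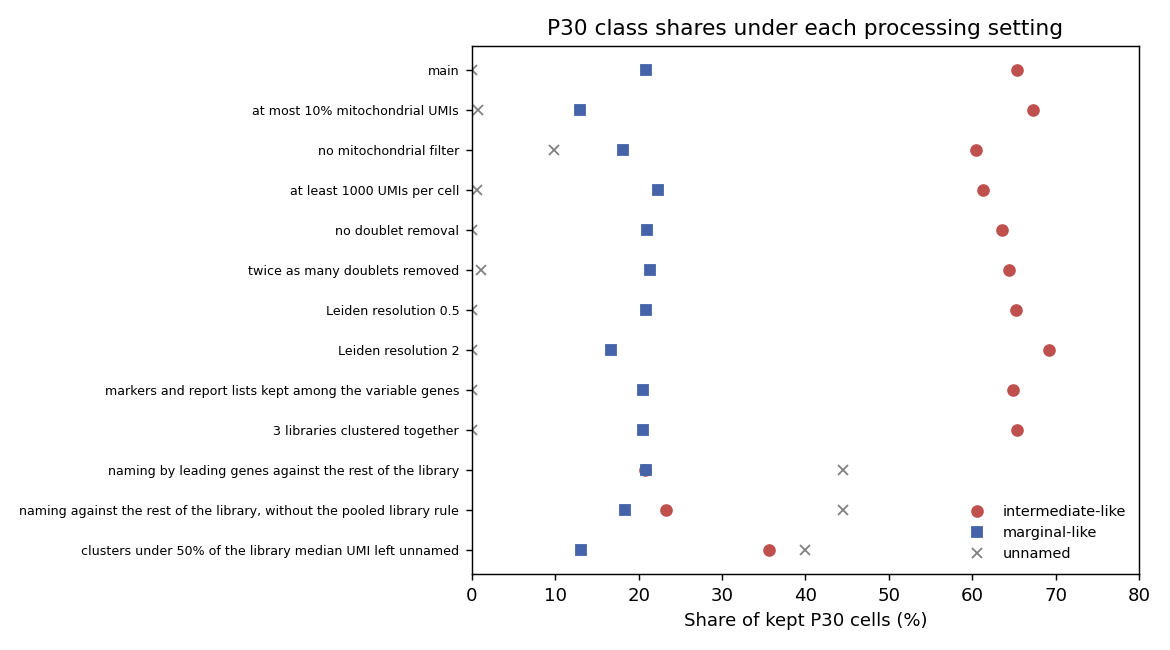
Share of kept P30 cells (%) that were intermediate-like, marginal-like or unnamed (points) under each setting of filter, doublet removal, clustering and naming. The intermediate-like share lay between 60.5% and 69.2% in the settings other than the 3 naming alternatives, where it was 20.8%, 23.3% and 35.7%.

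Basal-like cells made up 263 cells or 5.98% (5.32 to 6.72) of P30. None were named at P1: by counting alone, 0 of 4179 cells allows a share of up to 0.0718% and 0 of 7373 cells one of up to 0.0407%. Names were given to whole clusters, so these limits do not bound basal cells inside clusters with another name. The P1 clusters that correlated best with the P30 basal-like cells were cluster 3 of replicate 1 (5.00% of its cells, r = 0.326 across genes) and cluster 0 of replicate 2 (4.79% of its cells, r = 0.394). Both were named fibrocyte-like, though Cldn11, of the basal marker list, was among the 10 leading genes of each. The next best clusters reached 0.199 and 0.257, and of the P30 clusters both matched the basal-like cluster 6 best. These correlations are modest, so the clusters are called the basal match below.

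Expression was then compared within classes, to ask which genes differ between ages in each of the 3 strial cell types. In marginal-like cells 48 genes were higher and 128 lower at P30 by the rule of size. In intermediate-like cells 105 were higher and 96 lower, and in the basal match 220 were higher and 159 lower. Between the P1 libraries, with 1 library on each side, 20 genes were higher and 6 lower in marginal-like cells, 11 and 4 in intermediate-like cells and 22 and 14 in the basal match. The minimum of 50 UMIs can hold down the higher counts in marginal-like and intermediate-like cells, whose P1 sums were small. The same form of the rule with P30 against a single P1 library gave 63 to 70 higher and 128 to 194 lower genes in marginal-like cells, 155 to 241 and 126 to 148 in intermediate-like cells, and 261 to 325 and 218 to 232 in the basal match. Scaling moved the first of these counts most: with TMM factors 121 genes were higher and 86 lower in marginal-like cells, so that 58.5% of the genes past the rule were higher in place of 27.3%. With median-of-ratios factors 54.0% were higher. In intermediate-like cells the higher share went from 52.2% to 62.6% with TMM factors, and in the basal match from 58.0% to 37.3% when mitochondrial, ribosomal protein and haemoglobin genes were left out of the total. The balance also moved with thinning: with every cell thinned to 1000 UMIs, 36 genes were higher and 47 lower in marginal-like cells, 153 and 66 in intermediate-like cells, and 96 and 115 in the basal match. Thinning lowers depth and also the weight of deep cells in the class sum, and these effects were not separated. The median log2 fold over all genes was -0.20, 0.13 and 0.33 in the 3 comparisons with CPM, and 0.30, 0.29 and 0.17 with TMM factors. It was -0.28, 0.03 and -0.13 with mitochondrial, ribosomal protein and haemoglobin genes left out of the total, so its sign changed in the basal match. With a single P1 library the rule drops the limit on the P1 difference and the need to pass against both libraries, while genes that reach 50 UMIs only in the library left out can be lost. Counts under it are therefore not comparable with those of the full rule. Without P1 replicate 1, 194 genes were lower in marginal-like and 148 in intermediate-like cells, and without P1 replicate 2, 241 were higher in intermediate-like cells.

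Of the lower genes, 35 in marginal-like cells, 35 in intermediate-like cells and 64 in the basal match were ribosomal protein genes. Over the 3 comparisons, 123 of the 134 calls of ribosomal protein genes moved the same way in macrophage-like cells. Of the 264 other calls with at least 50 CPM in macrophage-like cells of either age, 145 or 54.9% did so. Over all 622 other calls the number was 196 or 31.5%, which includes genes too low in macrophage-like cells to show a move. The smaller set has the opposite limit, since a gene that is low at one age enters it only if it is high at the other.

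In marginal-like cells the 5 named higher genes were Spp1, Dnase1, Tesc, mt-Rnr1 and Cox8b. Spp1 (ENSMUSG00000029304.14) had 285 and 503 CPM at P1 and 41871 CPM at P30, log2 folds of 7.15 and 6.35. Dnase1 (ENSMUSG00000005980.15) had 340 and 372 CPM at P1 and 16054 CPM at P30. Cox8b had 1 and 2 UMIs at P1, and its ratio was 110 (counting interval 19.8 to 4362) against replicate 1 and 168 (46.5 to 1391) against replicate 2. The 5 named lower genes were Rpl17, Rpl11, Rps23, Fau and Rpl36. All 10 moved the same way in macrophage-like cells by at least 1 on the log2 scale. Among genes that did not, chosen after their values were seen, Bglap3 had 45.2 and 29.6 CPM at P1 and 716 CPM at P30, and Bpifb3 had 622 and 502 CPM at P1 and 0 UMIs at P30, at least 925-fold lower.

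In intermediate-like cells the 5 named higher genes were Ifi27l2a, mt-Rnr1, Hhatl, Atp1b1 and Col5a3. Ifi27l2a (ENSMUSG00000079017.3) had 21.5 and 6.35 CPM at P1, from 4 UMIs in each library, and 6276 CPM at P30. Col5a3 (ENSMUSG00000004098.7) had 0 UMIs at P1 and 329 CPM at P30, at least 20.3-fold higher. Atp1b1 had 119 and 183 CPM at P1 and 10124 CPM at P30. The 5 named lower genes were Rps12, Rps23, Rpl11, Rpl21 and Rpl10. Of these 10 genes, 8 moved the same way in macrophage-like cells by at least 1 on the log2 scale, all but Ifi27l2a and Col5a3. Outside this rule, and chosen after its values were seen, Trpm1 had 1643 and 1367 CPM at P1 and 35.0 CPM at P30.

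In the basal match the 5 named higher genes were Ptgds, Gsn, Hhatl, Neat1 and mt-Rnr1. Ptgds (ENSMUSG00000015090.13) had 427 and 449 CPM at P1 and 172574 CPM at P30. Gsn (ENSMUSG00000026879.14) had 19.3 and 22.1 CPM at P1 and 5810 CPM at P30. The 5 named lower genes were Otor, Rpl17, Rps12, Rps23 and Rps27a. Otor (ENSMUSG00000027416.2) had 9318 and 11353 CPM at P1 and 6.59 CPM at P30. Of these 10 genes, 8 moved the same way in macrophage-like cells by at least 1 on the log2 scale, all but Gsn and Neat1. Because the P1 clusters were named fibrocyte-like, these values compare clusters whose identity was not settled.

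A list fixed before the data were examined, mostly of ion transport and gap junction genes, was compared with each gene in its own class. The aim was to ask how the machinery of the endolymph potential differs between ages. The list also held Met and Cd44 in intermediate-like cells, which are receptors in the list of ligand and receptor pairs. Of the 20 entries, 10 were higher at P30 by at least 1 on the log2 scale against both P1 libraries and 2 were lower. Met (log2 folds of 1.12 and 1.96) was among these 10, and Cd44 (1.14 and 0.86) was not. The number of higher entries ranged from 8 to 14 over the alternatives that gave a value, and the number of lower entries stayed at 2. Among the entries past the rule of size were Kcnj10 (194, 132 and 1235 CPM) and Gjb6 (393, 360 and 2085 CPM) in intermediate-like cells, given as P1 replicate 1, P1 replicate 2 and P30. In the basal match these were Slc2a1 (52.1, 35.6 and 305 CPM) and Gjb6 (443, 451 and 2961 CPM). Both lower entries were in marginal-like cells, where Bsnd had 254 and 159 CPM at P1 and 38.7 CPM at P30. Kcnq1 in marginal-like cells had a log2 fold of -0.49, which became 0.16 with TMM factors and 0.06 with median-of-ratios factors. At P30, Atp1b1 in marginal-like cells, Gjb2 in intermediate-like cells and Slc12a2 in the basal match were below 0.333 times their level in another class, so free RNA from that class was not excluded.

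**Figure D3:**
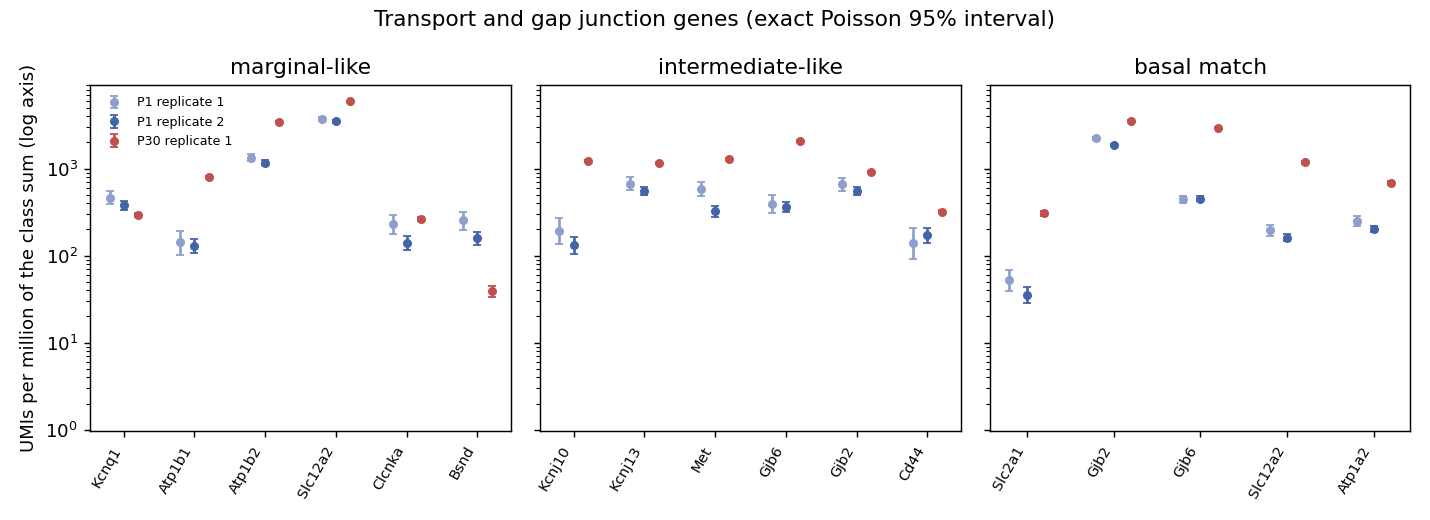
Level of transport and gap junction genes, a part of the list, in their class (CPM of the class sum, log axis) in the 3 libraries, as points with exact Poisson 95% intervals. Kcnj10 in intermediate-like cells lay at 194 and 132 CPM at P1 and at 1235 CPM at P30, while Bsnd in marginal-like cells lay at 254 and 159 CPM at P1 and at 38.7 CPM at P30.

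Cycling cells were compared to ask whether proliferation differs between ages. After thinning, 9.57% (8.62 to 10.6) and 6.96% (6.37 to 7.60) of kept P1 cells and 0.382% (0.218 to 0.666) of P30 cells were cycling. The threshold moved the difference of -7.88 points most, to -11.4 points with at least 2 UMIs of the list. Among macrophage-like cells 32.0% (28.0 to 36.2), 32.5% (28.6 to 36.5) and 4.17% (1.15 to 14.0) were cycling, the last from 2 of 48 cells. Among intermediate-like cells 27 of 120 or 22.5% (15.9 to 30.8) were cycling in P1 replicate 2 and 8 of 1947 or 0.411% (0.208 to 0.809) at P30, and P1 replicate 1 had too few cells. Among marginal-like cells 1 of 34 and 2 of 91 were cycling at P1 and 0 of 705 at P30, which allows a share of up to 0.426%. That limit lay below the lower Wilson ends of both P1 libraries, 0.521% in replicate 1 and 0.605% in replicate 2. The upper end of the P30 Wilson interval, 0.542%, lay above the first and below the second. The answer thus depended on the bound used, and the difference was hardly detectable at this depth.

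**Figure D4:**
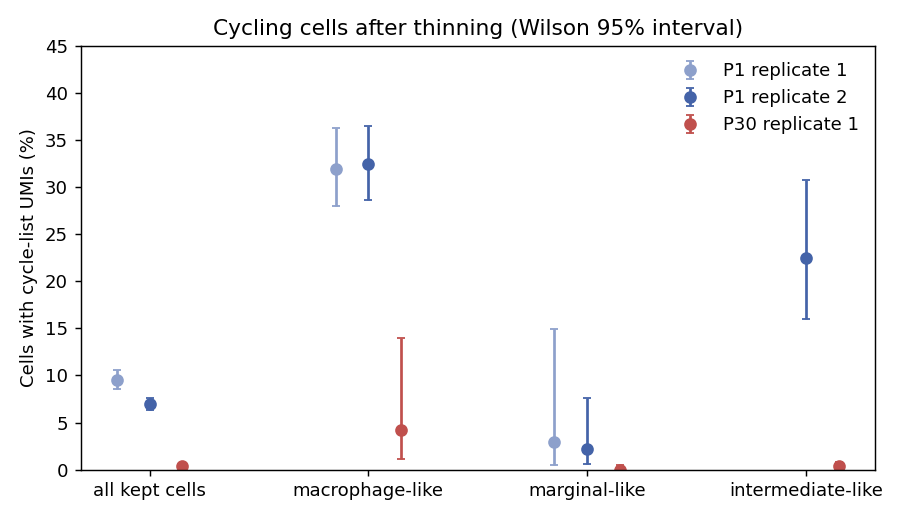
Share of cells (%) with at least 3 UMIs of the cycle list after thinning to 1000 UMIs, per class and library, as points with Wilson 95% intervals. Macrophage-like cells lay at 32.0% and 32.5% at P1 and at 4.17% at P30, and P1 replicate 1 has no point for intermediate-like cells.

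Ligand and receptor pairs were compared because the study design names cell communication. Of 20 pairs, 7 were present in P1 replicate 1, 12 in P1 replicate 2 and 10 at P30, and 6 were present in all 3 libraries. The P1 libraries differed from each other in 5 pairs. Pdgfb with Pdgfrb was present at P30 alone, from 16 and 34 UMIs, and Tgfb2 with Tgfbr2 in both P1 libraries alone. The P30 count was 6 with at least 1000 UMIs per cell. Without P1 replicate 2, 4 pairs were present at P30 and not at P1, and without P1 replicate 1, 3 were present at P1 and not at P30. By definition both numbers can only stay or rise when a P1 library is left out. The differences between ages were no larger than those between the P1 libraries. Presence also depended on which classes reached 50 cells. In P1 replicate 2, Jag1 and Pdgfa were highest in supporting-like cells and Kitl and Ptprz1 in neuron-like cells. The neuron-like cluster 20, of 35 cells, had Ptprz1 but 0 neuron markers among its 10 leading genes. Its identity was therefore not settled. P1 replicate 1 had 0 supporting-like and 0 neuron-like cells. Tgfb2 was highest in spindle/root-like cells in P1 replicate 1 and in supporting-like cells in P1 replicate 2. These classes had 23 and 0 cells at P30. The cell limit alone could therefore give these differences.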

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

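No test in this part was chosen only after its result was seen. Reporter gene sequences, which the comparisons do not use, held a signal in the P30 library: 19 UMIs of EGFP and 17 UMIs of Venus, against 0 UMIs of either in both P1 libraries. They lay in 3 barcodes, and a single barcode held 18 of the EGFP and 16 of the Venus UMIs. If the P30 mice carried a reporter, several barcodes would hold 2 or more reporter UMIs, and 1 did. The counts are too few to decide whether cells carrying the reporter were present. Reads shared between these related sequences, or a cell or molecule from another sample, were not tested. No biological explanation was tested, since the labels name no reporter.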

How the results depend on the processing

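Of the alternatives in this part, the 3 on naming and the 2 that left genes out were chosen after seeing the data. No paired analysis was possible because the ages share only replicate number 1 and P30 has 1 library. Unless a cause is named, the cause was not tested.

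The P30 minus P1 share of marginal-like cells (19.5 points) kept its sign in every alternative that gave a value. It was 11.6 with at most 10% mitochondrial UMIs, 16.7 with no mitochondrial filter, 15.2 at Leiden resolution 2, 17.0 with naming against the rest of the library without the pooled library rule, and 12.2 with low-UMI clusters unnamed. That of intermediate-like cells (63.9 points) was 65.9, 59.0 and 67.8 under the 10% limit, no mitochondrial filter and resolution 2, 59.7 with at least 1000 UMIs, and 62.1 with no doublet removal. It was 19.4 with leading genes against the rest of the library, 21.9 with the same rule without the pooled library rule, and 34.3 with low-UMI clusters unnamed. Under these 3 namings the macrophage-like difference (-13.0) was -3.81 each time, and the intermediate-like share of the 3 strial classes (21.7) reversed to -5.47, -0.272 and -2.77. The P1 totals of these classes held 0 basal-like cells each time, so that share differs in make-up between P1 and P30. By construction these namings leave more cells unnamed, 44.5% of P30 under both earlier versions in place of 0%. Leaving out each P1 library gave 19.4 to 19.5, 63.6 to 64.2, -16.1 to -9.87 and 15.6 to 27.9 points for these 4 results. With at least 1000 UMIs P1 replicate 1 had 0 marginal-like cells, so its marginal-like results and 3-class share had no value.

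Counts of genes past the rule, as higher then lower, were 48 and 128 in marginal-like, 105 and 96 in intermediate-like cells, and 220 and 159 in the basal match. In marginal-like cells the higher count was 121 with TMM factors, 107 with median-of-ratios factors, 80 and 22 with pseudocounts of 1 and 50 CPM, and 30 without genes that moved in macrophage-like cells. The lower count was 66 with 50 CPM, 199 with no free RNA rule, 43 with the class required to be highest, 47 with cells thinned to 1000 UMIs and 70 without genes that moved in macrophage-like cells. In intermediate-like cells the higher count was 186 and 38 with 1 and 50 CPM, 63 with the class required to be highest and 67 without genes that moved in macrophage-like cells. The lower count was 56 with 50 CPM, 21 with the class highest, 30 without genes that moved in macrophage-like cells and 61 without ribosomal protein and mitochondrial genes. In the basal match the higher count was 362 and 72 with 1 and 50 CPM, 135 with the class highest and 96 after thinning. The lower count was 261 with mitochondrial, ribosomal protein and haemoglobin genes out of the total, 257 and 96 with 1 and 50 CPM, 74 with the class highest, 61 without genes that moved in macrophage-like cells and 95 without ribosomal protein and mitochondrial genes. With thinned cells intermediate-like cells had 153 higher and 66 lower genes, so the balance of higher and lower changed with thinning. Whether depth or the lower weight of deep cells in the class sum was the cause was not tested. Stricter rules and left-out genes lower counts by construction. With 1 P1 library the rule has fewer conditions, though genes under 50 UMIs in that library can be lost, and across the fits that each left out 1 P1 library the counts were 63 to 70 and 128 to 194, 155 to 241 and 126 to 148, and 261 to 325 and 218 to 232.

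Kcnq1 in marginal-like cells (-0.49) reversed to 0.16 with TMM factors and 0.064 with median-of-ratios factors, while the median gene went from -0.20 to 0.30 and 0.23. The other entries of the transport and gap junction list kept their sign: 60 single values moved. Of the named genes' values 349 moved and 975 did not, with no reversal.

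The difference in cycling cells (-7.88 points) was -9.96 thinned to 2000 UMIs, -11.4 with at least 2 UMIs and -5.67 with at least 5. Among macrophage-like cells (-28.0) it was -20.4 thinned to 500 and -36.9 thinned to 2000 UMIs. Leaving out each P1 library gave -9.19 to -6.58 and -28.3 to -27.8. Depth limits this result, since 1253 P30 cells were too shallow for 1000 UMIs.

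Pairs present at P30 (10) were 6 with at least 1000 UMIs. Pairs at P30 alone (1) were 0 with the 10% limit, no mitochondrial filter, at least 1000 UMIs, more doublets removed, resolution 2, 20 CPM and 100 CPM, and 1 to 4 without a P1 library. Pairs in every P1 library alone (1) were 0 with no mitochondrial filter, more doublets removed and 100 CPM, 2 with at least 1000 UMIs, and 1 to 3 without a P1 library.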

Other observations

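The tests on barcodes shared between libraries, on the size of the ribosomal fall by class and on whether genes past the rule move in every class were chosen only after the result was seen. Every pattern here was found in the same 3 libraries it was tested on.

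Ribosomal protein genes were lower in the P30 library. Their median log2 fold was -4.40 in marginal-like, -4.74 in intermediate-like cells, -5.10 in the basal match and -3.20 in macrophage-like cells, and single genes ranged from -7.51 to -0.93 in intermediate-like cells. A difference between libraries in reading or counting these genes predicts the same order and size of the shifts in unrelated classes. Across 79 genes, which are not independent replicates, the folds in intermediate-like and macrophage-like cells had a correlation of 0.968, so the order was alike. The size was not: the fold in intermediate-like minus that in macrophage-like cells had a median of -1.08 (quartiles -1.44 and -0.36). The P1 libraries, whose difference holds an unknown part of technical spread, differed by -0.38 and -0.14 in these classes. A difference in reading or counting alone, alike in every class, therefore leaves the size by class unexplained. Of the ribosomal protein genes past the rule, 91.8% moved the same way in macrophage-like cells. Reads shared with processed pseudogenes predict a fall of other genes with many pseudogenes: the median of 9 such genes lay at the 0.77 percentile of 10000 random lists of like expression. This list is short. A filter of the genes on P1 counts alone was used first, gave the 2.58 percentile and was replaced by one on the mean of both ages. Both explanations may account for some or all of the fall, and a change of these genes with age in every class stays open as untested.

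For the other genes past the rule, a difference between libraries that moves the gene in every class cannot be told apart from a difference by class. Among 264 calls with at least 50 CPM in macrophage-like cells, 54.9% moved the same way there, but the change itself helps to decide which genes enter this set, which raises the share, and free RNA of abundant transcripts such as Spp1 and Ptgds would raise it too. A first version of this test over all 622 other calls gave 31.5%, but it included genes too low in macrophage-like cells to show a move, and its limits had not been written down before it ran. Neither share decides. Genes that moved in a single class may still be age differences, which were not tested.

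P30 cell barcodes were hardly shared with the P1 libraries: 1 was shared, where the 43 barcodes shared by the P1 pair predict 78.9. This is consistent with another barcode list than in the P1 libraries, but the labels name the same kit version for all 3 libraries, which speaks against it. The source of the difference stays open. No biological explanation applies to barcodes.

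The intermediate-like and marginal-like shares were higher at P30, but dissociation differed by age and 0 ages were dissociated both ways. The amount of other tissue differed too, with cartilage-like cells at 29.8% and 25.2% in the P1 libraries and 0% at P30. Dissociation, the tissue taken along in the dissection and age cannot be told apart for these shares.

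The low-UMI intermediate-like clusters at P30 were 2 clusters of 1303 cells, 29.6% of the library, with a median of 764 UMIs. Droplets holding free RNA only would show Spp1 at about its level in the pooled library. Its level there was 0.0974 times the pooled level, 1433 against 14709 CPM. This value, from a single gene, argues against droplets of free RNA alone. Dct does not decide. It stood at 16974 CPM, between 13085 CPM in the pooled library and 26073 CPM in the other intermediate-like clusters. The median mitochondrial share was 13.9% and 10.4% in these 2 clusters. It was 5.77%, 6.31% and 6.19% in the intermediate-like clusters 2, 7 and 8, but 13.8% in cluster 3 of 46 cells. Damaged or partly lysed cells therefore stay open and were not tested further, and a biological explanation was not tested.

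Granulocyte precursor genes were seen among the macrophage-like cells at P30. The 10 cells with the most Mpo held 100% of its 667 UMIs in the class, and 2 of the 65 cells held them all, which is consistent with a few cells of another type inside the class. The P1 macrophage-like cells had 0 Mpo UMIs. Whether such cells differ with age was not tested.

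Fos was higher in P1 replicate 2 (2800 CPM) than in P1 replicate 1 (183 CPM). A different mix of cell classes would leave Fos about equal within each class, but the lowest of the ratios between the replicates in 5 classes was 2.11 and the highest 35.6. An early response during handling of that library predicts a rise of the other 19 genes of the stress list, and their median was above 0 in 5 of 5 classes, with log2 ratios from 0.02 to 2.94. Mesenchymal cells, which failed the name check, were part of a first version of both Fos tests and were then left out. The lowest came from erythroid-like cells. Handling may thus be the source, and no biological explanation was tested, since both libraries are of one age.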
